# Active Notch signaling is required for arm regeneration in a brittle star

**DOI:** 10.1371/journal.pone.0232981

**Published:** 2020-05-12

**Authors:** Vladimir Mashanov, Jennifer Akiona, Maleana Khoury, Jacob Ferrier, Robert Reid, Denis Jacob Machado, Olga Zueva, Daniel Janies

## Abstract

Cell signaling pathways play key roles in coordinating cellular events in development. The Notch signaling pathway is highly conserved across all multicellular animals and is known to coordinate a multitude of diverse cellular events, including proliferation, differentiation, fate specification, and cell death. Specific functions of the pathway are, however, highly context-dependent and are not well characterized in post-traumatic regeneration. Here, we use a small-molecule inhibitor of the pathway (DAPT) to demonstrate that Notch signaling is required for proper arm regeneration in the brittle star *Ophioderma brevispina*, a highly regenerative member of the phylum Echinodermata. We also employ a transcriptome-wide gene expression analysis (RNA-seq) to characterize the downstream genes controlled by the Notch pathway in the brittle star regeneration. We demonstrate that arm regeneration involves an extensive cross-talk between the Notch pathway and other cell signaling pathways. In the regrowing arm, Notch regulates the composition of the extracellular matrix, cell migration, proliferation, and apoptosis, as well as components of the innate immune response. We also show for the first time that Notch signaling regulates the activity of several transposable elements. Our data also suggests that one of the possible mechanisms through which Notch sustains its activity in the regenerating tissues is via suppression of Neuralized1.

## Introduction

In metazoans, a surprisingly small number of signaling pathways are required to control animal development [1]. Knowledge of how these pathways work and interact in different contexts is key to gaining a mechanistic understanding of processes, including development, growth and post-traumatic regeneration in adults. Post-traumatic regeneration often requires dynamic changes in the balance between undifferentiated progenitors and specialized differentiated cells. In response to trauma, the cells of the damaged adult tissue have to be activated and instructed to re-enter the cell cycle, engage in migratory behavior with coordinated spatial rearrangements, and eventually differentiate into specialized cell types of a new body part. As regeneration progresses, most of the newly generated cells have to stop dividing and migrating to differentiate into specialized cell types or enter a quiescent state. A proportion of the cells are spared from terminal differentiation to be able to serve as a source of new cells for normal cell turnover and/or for future regeneration events. Therefore, regeneration requires complex changes in cell dynamics, which must be tightly coordinated in space and time by genetically encoded signaling pathways.

The genes encoding for the Notch signaling pathway are highly conserved in the animal kingdom [1–4]. This pathway regulates various key cellular events including: differentiation, fate specification, proliferation, death, and patterning into tissues [2–8]. The functional role of Notch signaling has been extensively characterized in both vertebrate and invertebrate embryos, as well as in adult tissues that undergo dynamic cell turnover. Functions of the Notch signaling are very diverse, context-dependent, and often even opposing. Depending on the particular organisms and the tissue, Notch can either promote cell differentiation or facilitate stem cell maintenance, suppress or facilitate cancer progression, induce synthesis or degradation of the extracellular matrix components [5, 8].

The Notch signaling pathway works through a juxtacrine mechanism. Both Notch ligands (on the signaling cell) and receptors (on the target cell) are integrated transmembrane proteins. Thus direct contact between two cells is required for a signaling event to occur. Upon binding to its ligand, the Notch receptor undergoes conformational changes, which expose a cleavage site for the enzyme *γ*-secretase. This enzyme releases the Notch intracellular domain (NICD) from its connection to the plasma membrane. The NICD is then transported to the nucleus, where it activates the CSL transcription factors and thus initiates the expression of several other downstream transcription factors, including Hes, Hey, Snail, as well as cyclins, and other genes [9, 10]. Since the proteolytic cleavage of the Notch receptor plays a crucial role in the function of the signaling pathway, targeting the *γ*-secretase activity with small-molecule inhibitors, such as DAPT, has become a commonly used strategy to study the pathway.

Even though Notch signaling has been studied extensively in the context of embryonic development, cancer, and stem cell function, much less is known about the role(s) that this pathway plays in post-traumatic regeneration. The available data suggests that the Notch signaling is essential for regeneration in several model organisms. For example, it has been shown that Notch is required for proper head and tentacle regeneration in *Hydra* [11], control of cell differentiation during retinal regeneration in newts [12], regulation of cardiomyocyte proliferation in zebrafish heart regeneration [13], and whole-body regeneration in planarians [14]. However, much less is known about the function of the pathway in other regenerative species.

Echinoderms are a phylum of multicellular invertebrates with highly regenerative species that can regrow almost all tissue types and share a deep common ancestor with chordates. These features make echinoderms particularly attractive model organisms in regenerative biology [15, 16]. However, the molecular events that drive echinoderm regeneration, including the functional role(s) of the critical signaling pathways, are still poorly understood at the mechanistic level. Genes encoding all major components of the Notch pathway are present in echinoderms. They have been first identified in the fully sequenced genome of the sea urchin *Strongylocentrotus purpuratus* (Stimpson, 1857) [5]. Similarly, our earlier data from the transcriptomic analysis showed that key members of the Notch signaling pathway were expressed in both the uninjured and regenerating radial nerve cord of the sea cucumber *Holothuria (Selenkothuria) glaberrima* Selenka, 1867 [17]. These genes include the Notch receptor, ligands (Delta and Serrate), the transcriptional regulator RBPJ, two Notch target genes of the Hes family, and the Notch signaling modulator Numb. The only context, in which expression of those genes was studied at the cell and tissue levels in echinoderms, was sea urchin embryogenesis [18, 19]. The only functional study of the Notch signaling pathway in the context of adult echinoderm regeneration was performed in the sea urchin *Lytechinus variegatus* [20]. This work demonstrated the requirement of the functional Notch signaling for the proper outgrowth of amputated external appendages, such as spines and podia. The cellular and molecular processes regulated by Notch signaling in echinoderm regeneration remain unknown. In addition, echinoid spines and podia are relatively simple structures. The role of the Notch signaling pathway in the regeneration of more complex organ systems and appendages in adult echinoderms has yet to be addressed.

Our aim in this study is to establish the functional role of the Notch signaling in arm regeneration in the brittle star *Ophioderma brevispina* (Say, 1825) and identify the target genes that are regulated by the pathway. Brittle star arms are segmented body appendages with complex internal anatomy. Each brittle star arm contains a calcareous endoskeleton composed of serial vertebral ossicles and several peripheral elements. Associated with the skeleton, the brittle star arm has a system of muscles and ligaments, two systems of coelomic canals, and a complex nervous system including a radial nerve and numerous peripheral nerves [21, 22]. Brittle stars have emerged as important models in regenerative biology. They have been used in studies of skeletogenesis and biomineralization [23, 24], morphogenesis, and regulation of growth and differentiation [25]. Here, we show that exposing regenerating brittle stars to the Notch pathway antagonist DAPT significantly impairs regeneration. We also identified genes regulated, directly or indirectly, by the pathway by performing a transcriptome-wide gene expression analysis (RNA-Seq). We show that Notch affects a multitude of biological processes involved in arm regeneration, including the extracellular matrix composition and remodeling, cell proliferation, death and migration, activity of mobile genetic elements, and the innate immune response. Our data also indicates an extensive cross-talk between Notch signaling and other key cell signaling pathways, such as Wnt, TGF-*β*, Toll, JNK, and others, suggesting that regeneration depends on a complex regulatory environment.

## Results

### The Notch signaling pathway in the brittle star

As expected, genes corresponding to the major components of the Notch pathway (i.e., the Notch receptor, the Delta and Serrate ligands, the transcriptional regulator RBPJ, two Notch target genes of the Hes family, and the Notch signaling modulator), as well as a Notchless protein homolog that plays a role in the Notch signaling pathway, were identified in the complete transcriptome of *O. brevispina*. Details are provided on a general Feature Format version 3 (GFF3) file, available in the supplements to this article (S1 File).

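S1 File listed 8 transcripts of the Notch pathway, from 551 to 3,786 nt long, and the coding part of each was read from its sequence. The Notch-like transcript, 3,786 nt, was open in a single reading frame from end to end (1,262 codons) and held 13 matches to the cysteine pattern of EGF-like repeats, which make up most of the extracellular part of Notch receptors. The transcript matched to delta-like protein 1, a ligand of Notch, was 551 nt long and lay on the minus strand, with 183 codons open at both ends and 5 such EGF-like matches. The delta and Notch-like EGF-related receptor transcript, 2,576 nt, held 6 EGF-like matches in a frame of 559 codons that ended in a stop codon. The transcripts matched to HES-1 (2,445 nt, minus strand) and HES-4 (2,305 nt) encoded 409 and 296 residues from the first methionine, and both proteins ended in WRPW, the tetrapeptide by which Hes repressors bind Groucho corepressors. The notchless homolog, 1,925 nt, encoded 475 residues from the first methionine to a stop codon. The longest frames of the numb transcript (2,380 nt, 632 codons) and of the transcript matched to a corepressor that interacts with RBPJ (741 nt, 209 codons) ran off the end of the sequence. The longest frame without a stop codon was taken over all 6 reading frames, and the protein match listed for each of the 8 transcripts lay inside it. In 4 of the 8 transcripts the frame reached the end of the sequence without a stop codon, so these hold part of a coding sequence. The frame of the delta and Notch-like EGF-related receptor was open at its start, so it may be partial too. In 3 transcripts the frame had a stop codon before the first methionine and at the end. Protein names are those of the matches listed in S1 File, which come from other species, and the count table does not pair these transcripts with its clusters.

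**Figure D1:**
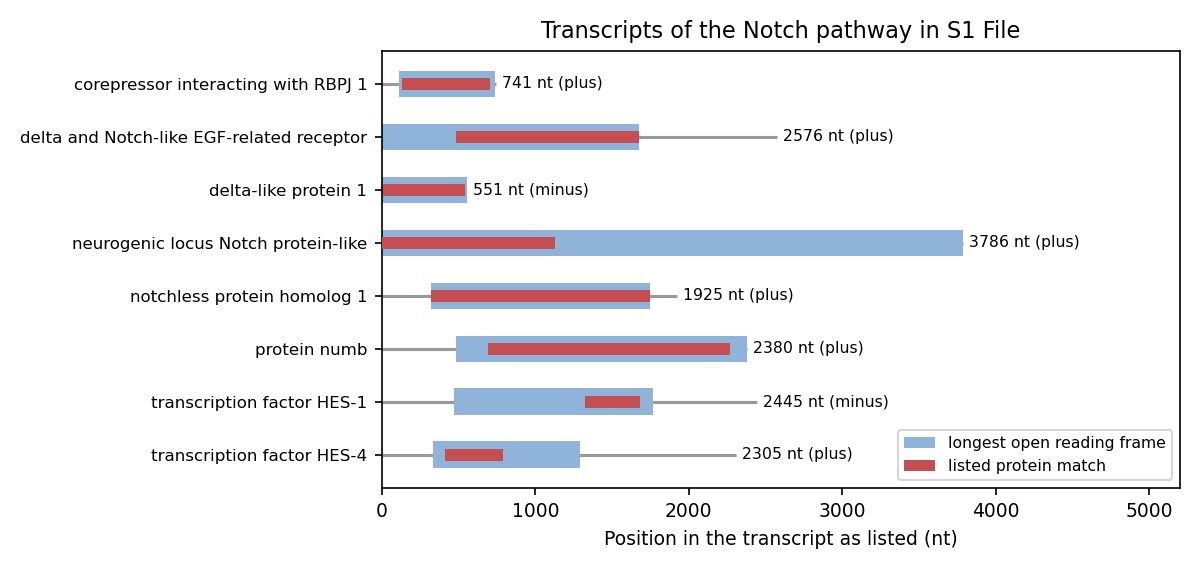
Maps of the 8 Notch pathway transcripts, drawn to scale in nt along the sequence as listed. Grey lines show the transcript, blue bars the longest open reading frame and red bars the listed protein match, and the length and the strand of the frame stand at the right; the red bar lies inside the blue bar in all 8 transcripts.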

### Pharmacological inhibition of the Notch signaling slows down arm regeneration

On day 14 post-autotomy, after continuous exposure of the treatment and control cohorts to the DAPT reagent (3 *μ*M) or DMSO (vehicle), respectively, two arms from each individual were processed for histological analysis. Six individuals per experimental group were used. As compared to the control individuals, the length of the regenerated arm (outgrowth) in the DAPT-treated cohort was on average 37% shorter (967 *μ*m vs 605 *μ*m, T-test *p*-value = 0.002) (Figs 1 and 2A). Likewise, the newly regenerated arm portion in the DAPT-treated animals had, on average, two fewer segments then the arms in the control group (5.5 vs 7.5, T-test *p*-value = 0.047) (Fig 2B). Even though the new arms in the DAPT-treated individuals were smaller and less segmented, they still contained all major radial organs, including the radial nerve cord, the radial canal of the water-vascular system, and the arm coelom (compare Fig 1C and 1D).

**Fig 1:**
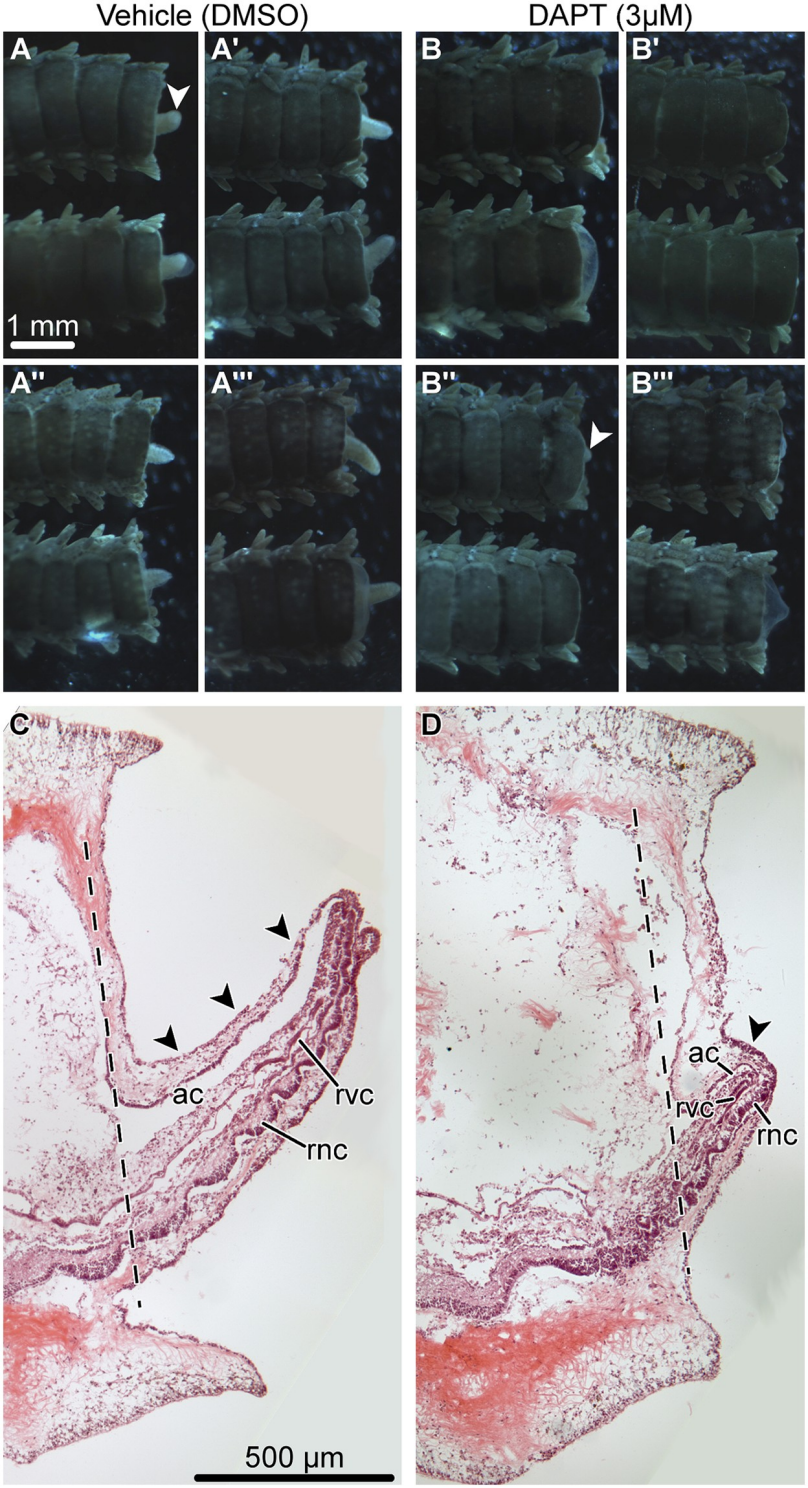
Effect of DAPT (3 *μ*M) treatment on the structure of the regenerating arm (day 14 post-autotomy). A—A ′″: Aboral view of regenerating arms from four representative control animals exposed to DMSO (vehicle). Two arms from each animal are shown. B—B′″: Aboral view of regenerating arms from four representative animals exposed to 3 *μ*M DAPT. Two arms from each animal are shown. C and D: Representative sagittal sections through the regenerating arm of a control (DMSO-treated) individual (C) and a DAPT-treated individual (D). Hematoxylin and eosin staining. *Arrowheads* show the arm outgrowth (regenerate). *Dashed lines* show the position of the autotomy plane. Abbreviations: *ac*—arm coelom; *rnc*—radial nerve cord; *rvc*—radial canal of the water-vascular system.

**Fig 2:**
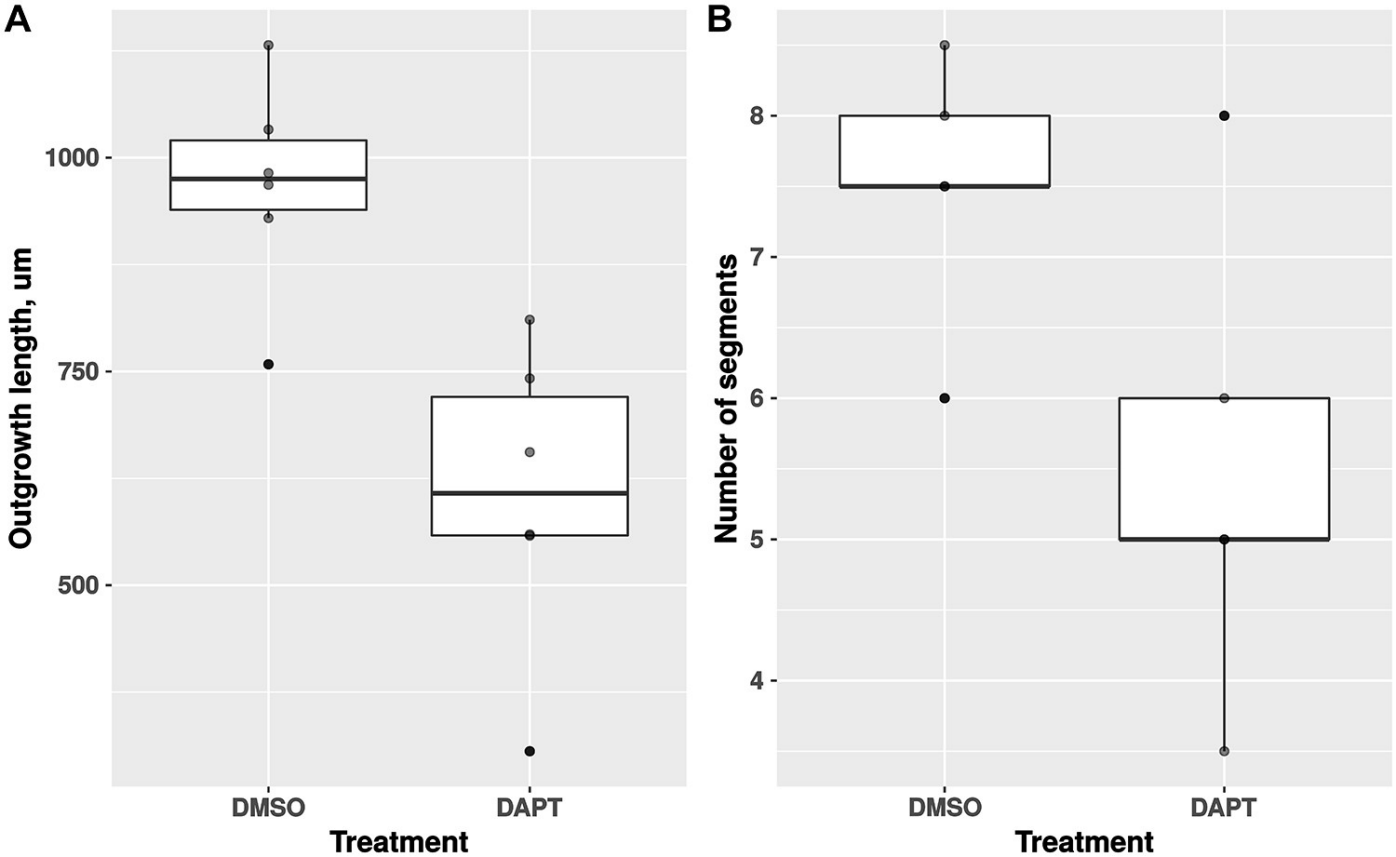
Boxplots showing the effect of DAPT (3 *μ*M) treatment on the length of the outgrowth (A) and the number of segments in the regenerating arm (B). By day 14 post-autotomy, the DAPT treatment significantly reduced both the total length of the outgrowth (by the factor of 1.6, T-test *p*-value = 0.002) and the number of segments in the new arm (by the factor of 1.4, T-test *p*-value = 0.047).

### *De novo* transcriptome assembly

We are generating genomic and transcriptomic resources for the brittle star *O. brevispina*. However, since at the time of writing the assembly and annotation of the full genome for this species is still in preparation, we chose to use a *de novo* assembled transcriptome as a reference to characterize the Notch pathway target genes.

The *de novo* transcriptome was generated from 17,318,775 MiSeq and 832,245,006 HiSeq quality filtered and adapter trimmed reads. The single MiSeq library represented pooled samples from intact and regenerating arms at different states of regeneration, whereas six HiSeq libraries corresponded to three control (DMSO-treated) and three DAPT-treated regenerating individuals on day 14 post-autotomy (see Methods). Sequence reads were assembled with Trinity [26, 27] into 2,463,269 contigs (1,169,021 Trinity “genes”) with the average/median contig length of 421.6/260 nt and contig N50 of 527 nt. The key assembly metrics are listed in Table 1.

**Table 1:** Key metrics of the *de novo* assembly.

Metric	Value
Total assembled bases	1,038,536,368 nt
Number of contigs	2,463,269
Number of Trinity “genes”	1,169,021
Shortest contig	151 nt
Longest contig	48,146 nt
Average contig length	421.6 nt
Median contig length	260 nt
Contig N50	527 nt
Overall read alignment rate	94.09%
Reads aligned as proper pairs	75.42%
Full-length transcript representation	7,397 (out of 35,786)
Complete (single-copy/duplicated) BUSCOs	98.7% (28.8%/69.9%)

To assess the quality of the assembled transcriptome, we performed a series of benchmark tests. First, to assess the representation of reads in the transcriptome, all cleaned Illumina reads were aligned back to the assembled contigs with Bowtie 2 [28]. The vast majority of the reads (94.09%) mapped back to the assembly. Of these, 75.42% of the reads aligned as proper pairs one (21.62%) or more (53.80%) times.

Second, to determine the representation of completely or almost completely (>80% of the length) assembled protein-coding transcripts, we compared our contigs to the reference proteome of the sea urchin *S. purpuratus* [29], the echinoderm species with the best-annotated genome to date. This analysis showed that 7,397 sea urchin orthologs (out of 35,786) are represented in our transcriptome by full-length and nearly full-length transcripts.

Third, the completeness of the assembly in terms of protein-coding gene content was assessed using BUSCO [30] and the conserved metazoan gene dataset. Out of 978 genes (or 98.7%) in the metazoan database, 966 genes were recovered in the assembled transcriptome as “complete” (i.e., their length fell within two standard deviations of the BUSCO group mean length). Of these complete genes, 282 matched a single contig, whereas multiple copies represented the remaining 684. The high number of “duplicated” genes is a known phenomenon in *de novo* transcriptome assembly, as even in the absence of any sequencing errors, inherent biological complexity of the transcriptome (e.g., single nucleotide polymorphism and alternative splicing) makes assembly algorithms report multiple isoforms for individual genes [31].

### Identification of the genes affected by the Notch pathway perturbation

To identify genes, whose expression changes in response to the Notch signalling perturbation, we performed a transcriptome-wide gene expression comparison between the DAPT-treated cohort and the control (vehicle-treated) animals. These differentially expressed genes comprise potential direct and indirect targets of the pathway. 

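The RNA-Seq comparison covered 3 animals kept in 3 μM DAPT and 3 animals kept in DMSO, each sampled on day 14 post-autotomy. DAPT inhibits gamma-secretase, the protease that releases the intracellular domain of Notch after ligand binding. Each library came from 1 individual, from the pooled tissue of 3 arms that included the outgrowth and the most distal segment of the stump, so that n is the number of animals. The authors trimmed the reads, aligned them with Salmon to the contigs assembled de novo from these libraries and a pooled library of other animals, and grouped the contigs with Corset, which was told which libraries were DMSO and which DAPT (S2 File). The deposited table holds the raw count of each Corset cluster in each of the 6 libraries. Total counts were 40,640,099, 35,731,131 and 53,975,986 in the DMSO libraries and 63,069,231, 47,579,683 and 47,932,842 in the DAPT libraries. The mean total was 1.22 times as high in the DAPT group, which is within the spread between animals (exact permutation test, two-sided, p = 0.3, where 3 against 3 cannot go below 0.1). Over the 6 libraries the mean was 48,154,829 ± 9,669,796 counts (SD, n = 6), and the values given here use these totals. The paper's reported depth is 34,676,875 ± 5,960,462 cleaned read pairs per library (mean ± SD), a unit that need not match that of the Corset counts. As in the paper's Methods, clusters with at least 10 counts summed over the libraries were tested, and a cluster was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.58. The test was edgeR's quasi-likelihood test after TMM normalization with Benjamini-Hochberg adjustment, and DESeq2 was run beside it with Benjamini-Hochberg adjustment in place of independent hypothesis weighting. The clusters carry Corset numbers that the files do not pair with transcripts or proteins, so the genes of Tables 2 to 5 were not analysed here.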

To reduce the redundancy of the *de novo* assembled transcriptome and to be able to perform transcript expression quantification at the “gene” level, we clustered the 2,463,269 Trinity contigs into 1,012,954 “clusters” using the Corset tool [32]. 

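The count table held 1,012,953 Corset clusters, and most of the expression came from a small part of them. The 8,748 most abundant clusters took 50% of all counts, while the median cluster had 36 counts summed over the 6 libraries. All 6 animals had counts in 459,858 clusters (45.4%), which took 90.1% of all counts. A further 40,811 clusters (4.03%) were counted in 1 animal alone and took 0.466% of the counts. Clusters with at least 10 counts in a library and 0 in the other 5 numbered 6,571 ± 1,380 per DAPT library (SD, n = 3) and 6,194 ± 3,560 per DMSO library (SD, n = 3), with no difference between the groups beyond the spread between animals (exact permutation test, two-sided, p = 0.9). Corset names give first the number of a super-cluster, a set of contigs joined by shared reads, and then the cluster within it. The table held 373,181 super-clusters, of which 284,717 (76.3%) consisted of a single cluster. The largest super-cluster joined 421,246 clusters (41.6% of all) and took 61.1% of the counts, whereas the next largest joined 283. Of all clusters, 970,597 had at least 10 counts over the libraries together and 341,653 had at least 10 counts in each of 3 or more libraries; the latter took 92.5% of the counts.

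**Figure D2:**
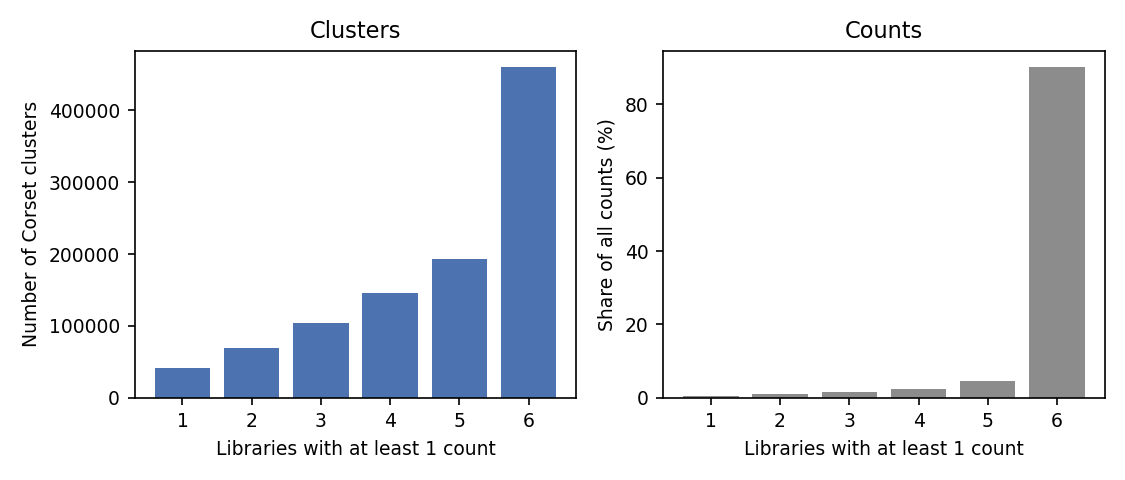
Corset clusters by the number of libraries in which they had at least 1 count. The left panel gives the number of clusters and the right panel their share of all counts in percent; the 459,858 clusters counted in all 6 libraries took 90.1% of the counts.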

Corset was applied after the reads representing the libraries from the control and DAPT-treated individuals were aligned back to the assembled transcriptome [33]. Differential gene expression analysis was performed with the DESeq2 package [34], which identified 1,978 significantly up-regulated transcripts and 2,434 significantly down-regulated in the DAPT-treated cohort, as compared to control (DMSO-treated) individuals. 

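With DAPT, 5 clusters rose and 5 fell out of 970,597 clusters tested by edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p under 0.05). The same test was run for all 10 splits of the 6 animals into 3 and 3. The split into DAPT and DMSO gave 10 calls, and the highest of the other 9 gave 17. Over clusters with at least 10 counts in at least 3 libraries these numbers were 43 and 30. Whether the number of calls set the treatment groups apart therefore varied with the filter. Each of the 10 clusters called among the 970,597 was close to absent in the animals of one group and well expressed in every animal of the other. Cluster-178672.331709 rose from 1.84 ± 0.508 normalized counts in the DMSO animals (SD, n = 3) to 385 ± 70.3 in the DAPT animals (SD, n = 3), a log2 fold change of 7.61 (standard error 0.444, adjusted p = 0.0117 from edgeR). Cluster-326553.1 rose from 1.15 ± 0.268 (SD, n = 3) to 175 ± 44.1 (SD, n = 3), a log2 fold change of 7.14 (standard error 0.506, adjusted p = 0.0168 from edgeR). Cluster-236009.3 fell from 831 ± 206 (SD, n = 3) to 0.585 ± 0.519 (SD, n = 3), a log2 fold change of -10.16 (standard error 0.769, adjusted p = 0.0246 from edgeR). Cluster-194090.5 fell from 354 ± 104 (SD, n = 3) to 2.02 ± 1.02 (SD, n = 3), a log2 fold change of -7.33 (standard error 0.572, adjusted p = 0.0474 from edgeR). These standard errors are not reported by edgeR. Each is the absolute log2 fold change divided by the square root of the quasi-likelihood F, and it can be too small where a group holds few counts.
The group with the lower level held 5, 3, 2 and 7 counts of these clusters in all, so each ratio has a wide counting interval. Relative to the DMSO animals, the level in the DAPT animals was 212-fold higher for Cluster-178672.331709 (95% exact binomial interval 90.8 to 655) and 160-fold higher for Cluster-326553.1 (54.5 to 779). For Cluster-236009.3 it was 1,314-fold lower (363 to 10,855) and for Cluster-194090.5 172-fold lower (82.9 to 428); these intervals cover counting error only. In each of the 10 called clusters the libraries of the groups did not overlap, which selection by a test between the groups favours; over all tested clusters this held for 9.63%, where chance gives 10%, and for 11.8% and 14.1% of those with a mean count of at least 20 and of at least 100 per library.
DESeq2 called 1,973 clusters higher and 2,479 lower at the same thresholds, the 10 called by edgeR among them. Both tests used the same counts, so this overlap is not independent evidence. Over clusters with at least 10 counts in at least 3 libraries, DESeq2 called 3,596 between DAPT and DMSO. The other 9 splits of the 6 animals, which mix the treatments, gave 2,789 to 5,182. With its dispersion trend fitted in the same way in every split, the numbers were 6,340 and 4,060 to 5,186. The edgeR calls changed with the libraries that entered the fit: without 1 library, between 0 and 6 clusters were called higher and 0 or 1 lower. No cluster passed with limma-voom or with edgeR's older quasi-likelihood estimate (39,636 and 50,546 clusters at an unadjusted p under 0.05). The paper takes the transcripts called by DESeq2 as potential direct and indirect targets of the Notch pathway.

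**Figure D3:**
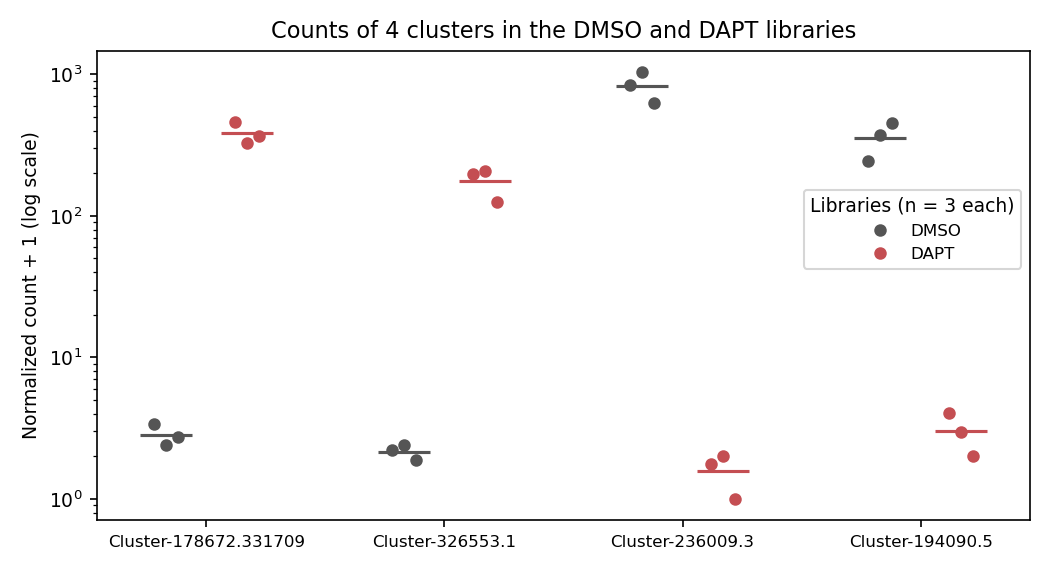
TMM-normalized counts plus 1, on a log scale, of 4 clusters in the 3 DMSO libraries (grey) and the 3 DAPT libraries (red). Points are animals and lines are group means; the DAPT animals lie above the DMSO animals for Cluster-178672.331709 and Cluster-326553.1 and below them for Cluster-236009.3 and Cluster-194090.5.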

For the purposes of this study, deferentially expressed genes were defined as those whose expression in response to DAPT treatment changed by at least the factor of 1.5 in either direction and the associated *p*-value of the statistical test adjusted for multiple comparisons was less than 0.05 (Fig 3).

**Fig 3:**
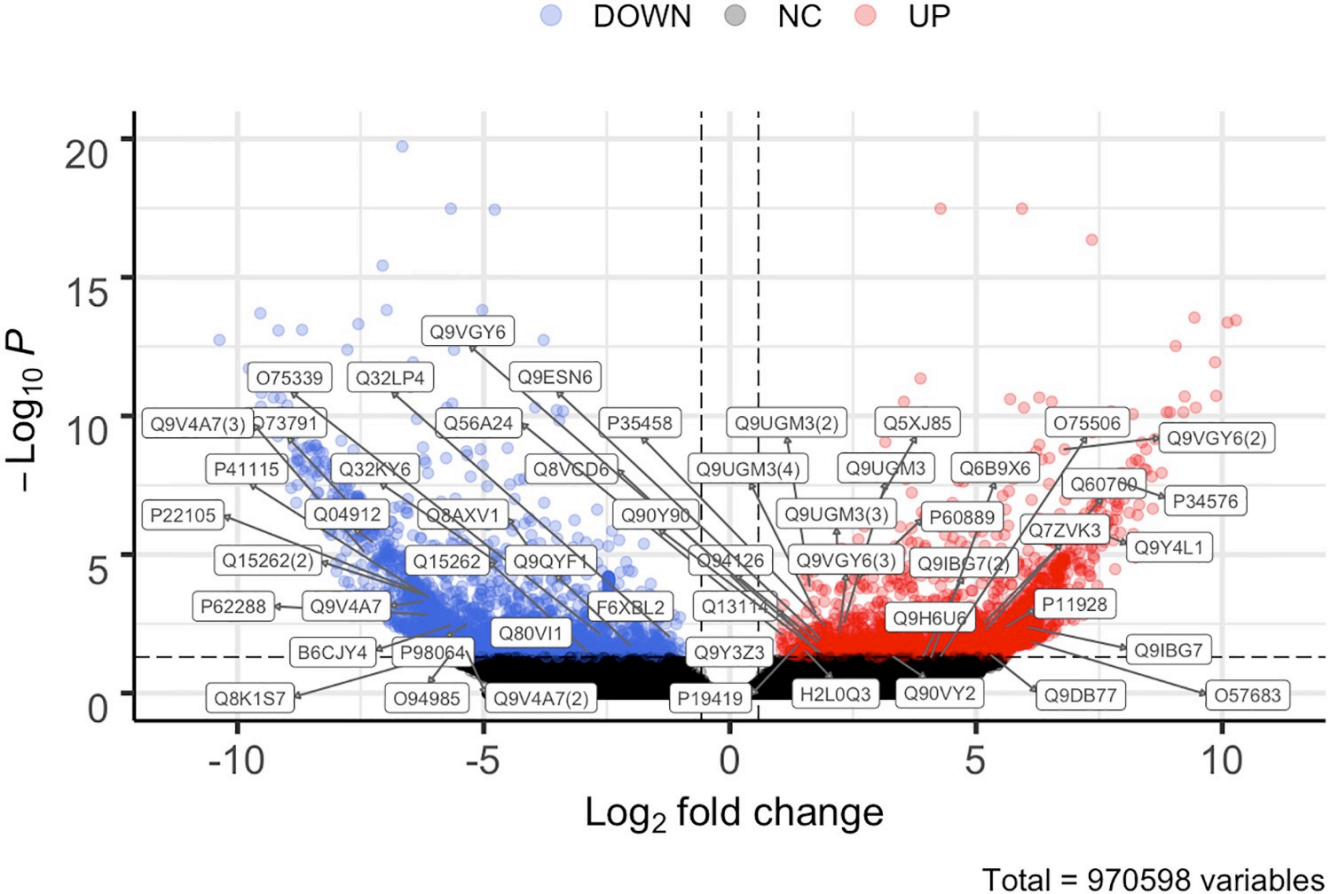
Differentially expressed genes in the DAPT-treated animals as compared to the control (DMSO-treated) cohort. Volcano plot showing the log2 fold change on the X-axis and -log10 of adjusted p-values on the Y-axis. The significantly up-regulated transcripts *(red)* are to the right, and significantly down-regulated transcripts *(blue)* are to the left. Each gene is represented with a dot. *Grey* dots represent the genes whose expression level did not change significantly in response to DAPT treatment. The differentially expressed contigs were defined as those whose associated adjusted *p*-value was less than 0.05 and the log2 fold change in expression exceeded ±0.58. Volcano plot showing the log2 fold change on the X-axis and -log10 of adjusted p-values on the Y-axis. Each gene is represented with a dot. The 1,978 significantly up-regulated transcripts (*red*) are to the right, and the 2,434 significantly down-regulated transcripts (*blue*) are to the left. *Grey* dots represent the genes whose expression level did not change significantly in response to DAPT treatment. The differentially expressed contigs were defined as those whose associated adjusted *p*-value was less than 0.05 and the log2 fold change in expression exceeded ±0.58.). Boxed labels represent UniProt IDs (with label copy number within parenthesis) shown in Tables 2 and 3.

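The clusters called by DESeq2 lay far from the centre of such a plot. Their median absolute log2 fold change was 6.00 as fitted and 5.00 after shrinkage, and the smallest after shrinkage was 0.741. Selection by an adjusted p with 3 libraries per group favours large fold changes. Of the 4,452 called clusters, 1,506 (33.8%) had no count in any library of one group, and with these taken at the limit of 3 counts over that group the median absolute log2 ratio was 4.84. Such calls were about as common when the 6 libraries were split otherwise. Over clusters with at least 10 counts in at least 3 libraries they numbered 792 for the treatment groups and 708 to 856 for the other 9 splits. DESeq2's dispersion trend did not have the same form in all of these fits. The 3 other splits with the form of the treatment groups gave 802 to 849. These calls were not counted with the same trend in every split. Of the 4,452 called clusters, 15.2% had a mean normalized count of at least 100, against 11.0% of the 541,799 tested clusters with a mean of at least 5. At mean normalized counts from 5 to 20 there were 763 higher and 1,043 lower, and from 20 to 100 there were 888 higher and 1,082 lower. At 100 to 1000 the numbers were 300 higher and 323 lower. Among the 5,154 clusters at 1000 and over, 22 were higher and 31 lower. The median called cluster had a mean of 26.3 normalized counts per library. Of the called clusters 2,221 (49.9%) belonged to the largest super-cluster and 748 were alone in theirs. An adjusted p was missing for 450,079 of the tested clusters, mostly those under the mean count of 5.07 set by DESeq2's independent filtering.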

To extract the biological meaning behind these extensive lists of genes, we used the DAVID functional annotation resource [35, 36]. We annotated the transcripts representing the Corset clusters by comparing them against the Uniprot database. This approach yielded lists of Uniprot IDs for up- and down-regulated genes, containing 180 and 142 entries, respectively. As the “gene population background” [35], we used a list of 59,110 entries yielded by annotation of all Corset clusters. The percentage of the gene identifiers that were successfully “mapped” to the internal IDs within the DAVID knowledge base were 89%, 88%, and 92% for the list of down-regulated, up-regulated and “background” genes, respectively. In DAVID, we then used the “mapped” genes to perform functional annotation clustering by classifying the input genes into groups based on measuring relationships among annotation terms associated with these genes. Each cluster is assigned an enrichment score, which is defined as the geometric mean of the enrichment *p*-values associated with each annotation term in the group [35]. The results of the DAVID cluster analysis are shown in Tables 2 and 3. The few genes, whose identifiers failed to map to the DAVID database, were annotated manually (Tables 4 and 5).

**Table 2:** DAVID functional clustering of down-regulated genes.

Annotation Cluster	Representative Annotation Term	Enrichment score	Representative Ortholog	UniprotID	Log_2_ Fold Change
1	GO:0005578∼proteinaceous extracellular matrix	1.27	Tenascin-X	P22105	-6.33
2	GO:0009628∼response to abiotic stimulus	1.24	Receptor-type tyrosine-protein phosphatase kappa	Q15262	-6.25
3	GO:0005576∼extracellular region	1.00	Cartilage intermediate layer protein 1	O75339	-2.65
4	GO:0004842∼ubiquitin-protein transferase activity	1.00	E3 ubiquitin-protein ligase TRIM56	Q80VI1	-3.34
5	GO:0006955∼immune response	0.90	Mannan-binding lectin serine protease 1	P98064	-5.36
6	GO:1902287∼semaphorin-plexin signaling pathway involved in axon guidance	0.67	Plexin-B	Q9V4A7	-7.44
7	GO:0007166∼cell surface receptor signaling pathway	0.53	Kremen protein 2	Q8K1S7	-5.53
8	GO:0007010∼cytoskeleton organization	0.27	Abnormal spindle-like microcephaly-associated protein homolog	P62288	-6.16
9	GO:0016567∼protein ubiquitination	0.24	TNF receptor-associated factor 6	B6CJY4	-5.68
10	GO:0005783∼endoplasmic reticulum	0.20	Retinol dehydrogenase 11	Q9QYF1	-2.03
11	GO:0006873∼cellular ion homeostasis	0.19	Sodium-driven chloride bicarbonate exchanger	Q32LP4	-1.24
12	GO:0009653∼anatomical structure morphogenesis	0.18	Tyrosine-protein kinase receptor Tie-2	O73791	-7.24
13	GO:0006468∼protein phosphorylation	0.14	Macrophage-stimulating protein receptor	Q04912	-7.27
14	GO:0005840∼ribosome	0.11	40S ribosomal protein S11	P41115	-6.12
15	GO:0051641∼cellular localization	0.08	Endophilin-A1	Q8AXV1	-3.93
16	GO:1901265∼nucleoside phosphate binding	0.05	dCTP pyrophosphatase 1	Q32KY6	-4.74
17	GO:0012505∼endomembrane system	0.02	Calsyntenin-1	O94985	-5.7
18	GO:0044237∼cellular metabolic process	0.01	26S proteasome non-ATPase regulatory subunit 11	F6XBL2	-1.73

**Table 3:** DAVID functional clustering of up-regulated genes.

Annotation Cluster	Representative Annotation Term	Enrichment score	Representative Ortholog	UniprotID	Log_2_ Fold Change
1	GO:0002376∼immune system process	1.49	Deleted in malignant brain tumors 1 protein	Q9UGM3	2.19
2	GO:0002682∼regulation of immune system process	1.18	TNF receptor-associated factor 3	Q13114	1.76
3	GO:0010941∼regulation of cell death	1.08	Cell death specification protein 2	Q94126	1.78
4	PF13445:RING-type zinc-finger	0.84	Tripartite motif-containing protein 2	Q9ESN6	1.83
5	GO:0080134∼regulation of response to stress	0.77	Heat shock factor-binding protein 1	O75506	4.29
6	GO:0007154∼cell communication	0.74	Mitogen-activated protein kinase 12 Map3k12	60700	v6.03
7	GO:0048856∼anatomical structure development	0.71	Myeloid differentiation primary response protein MyD88	Q5XJ85	2.73
8	GO:0004842∼ubiquitin-protein transferase activity	0.69	Kelch-like protein 24	Q56A24	1.04
9	GO:0004871∼signal transducer activity	0.68	Gamma-aminobutyric acid type B receptor subunit 1	H2L0Q3	1.53
10	GO:0005576∼extracellular region	0.65	Kielin/chordin-like protein	Q9IBG7	6.05
11	GO:0006163∼purine nucleotide metabolic process	0.64	2’-5’-oligoadenylate synthase 1A	P11928	5.61
12	GO:0080134∼regulation of response to stress	0.61	Hypoxia up-regulated protein 1	Q9Y4L1	7.17
13	PF00431:CUB domain	0.58	Kremen protein 1	Q90Y90	1.82
14	GO:0016021∼integral component of membrane	0.46	Tumor necrosis factor receptor superfamily member EDAR	Q90VY2	3.32
15	GO:0007010∼cytoskeleton organization	0.45	Dynactin subunit 1	P35458	1.92
16	GO:0045944∼positive regulation of transcription from RNA polymerase II promoter	0.40	ETS domain-containing protein Elk-1	P19419	1.37
17	GO:0017076∼purine nucleotide binding	0.32	Deoxynucleoside triphosphate triphosphohydrolase SAMHD1	Q9Y3Z3	1.06
18	GO:0071944∼cell periphery	0.29	Transmembrane cell adhesion receptor mua-3	P34576	7.91
19	GO:0044430∼cytoskeletal part	0.21	Protein Skeletor	Q9VGY6	6.80
20	GO:0051246∼regulation of protein metabolic process	0.21	NAD-dependent protein deacetylase sirtuin-2	Q7ZVK3	5.17
21	GO:0006468∼protein phosphorylation	0.19	Alpha-protein kinase vwkA	Q6B9X6	4.09
22	GO:0032991∼macro-molecular complex	0.17	Splicing factor 3B subunit 1	O57683	6.15
23	GO:0044281∼small molecule metabolic process	0.14	Elongation of very long chain fatty acids protein 4	Q3S8M	2.00
24	GO:0044085∼cellular component biogenesis	0.09	Breast carcinoma-amplified sequence 3	Q9H6U6	2.89
25	GO:0005783∼endoplasmic reticulum	0.08	Receptor expression-enhancing protein 2	Q8VCD6	1.08
26	GO:0005739∼mitochondrion	0.07	Cytochrome b-c1 complex subunit 2, mitochondrial	Q9DB77	5.31
27	GO:0003723∼RNA binding	0.05	Chromobox protein homolog 7	P60889	2.65

**Table 4:** Down-regulated genes, unmapped by DAVID.

Trinity Transcript	Blast Hit Uniprot ID	Gene Name	Representative Annotation Term	Log_2_ Fold Change
TRINITY_DN113732_c3_g1_i1	P21328	RNA-directed DNA polymerase from mobile element jockey	GO:0003964∼RNA-directed DNA polymerase activity	-2.46
TRINITY_DN87639_c0_g1_i2	Q8I7P9	Retrovirus-related Pol polyprotein from transposon opus	GO:0003964∼RNA-directed DNA polymerase activity, GO:0015074∼DNA integration	-5.67
TRINITY_DN127189_c0_g1_i17	Q10126	Putative uncharacterized transposon-derived protein F52C9.6	NA	-2.75
TRINITY_DN154220_c1_g1_i9	Q95SX7	Probable RNA-directed DNA polymerase from transposon BS	GO:0003964∼RNA-directed DNA polymerase	-2.09
TRINITY_DN82736_c0_g1_i1	P14381	Transposon TX1 uncharacterized 149 kDa protein	NA	-5.95
TRINITY_DN168317_c0_g1_i3	P08548	LINE-1 reverse transcriptase homolog	GO:0003964∼RNA-directed DNA polymerase activity	-2.60
TRINITY_DN164170_c2_g2_i1	P10394	Retrovirus-related Pol polyprotein from transposon 412	GO:0003964∼RNA-directed DNA polymerase activity, GO:0015074∼DNA integration	-3.85
TRINITY_DN138975_c0_g1_i8	Q9PVW8	Rhamnose-binding lectin	GO:0030246∼carbohydrate binding	-3.96
TRINITY_DN159770_c4_g1_i1	P06027	Echinoidin	GO:0030246∼carbohydrate binding	-4.95
TRINITY_DN100482_c2_g1_i8	A8V0B3	Neuromacin	GO:0006952∼defense response	-5.04
TRINITY_DN141895_c2_g1_i5	Q9U8W7	Techylectin-5B	GO:0030246∼carbohydrate binding, GO:0098609∼cell-cell adhesion	-3.16
TRINITY_DN111423_c2_g1_i4	P38505	Calcium-binding protein	GO:0005509∼calcium ion binding	-3.70
TRINITY_DN150199_c1_g2_i1	Q2YEM9	Tripartite motif-containing protein 5	GO:0051607∼defense response to virus, GO:0006914∼autophagy	-4.42

**Table 5:** Up-regulated genes, unmapped by DAVID.

Trinity Transcript	Blast Hit Uniprot ID	Gene Name	Representative Annotation Term	Log_2_ Fold Change
TRINITY_DN113902_c12_g1-_i20	P34257	Transposable element Tc3 transposase	GO:0006313∼transposition, DNA-mediated	3.95
TRINITY_DN96178_c0_g1_i1	P04323	Retrovirus-related Pol polyprotein from transposon 17.6	GO:0003964∼RNA-directed DNA polymerase activity	2.84
TRINITY_DN155494_c1_g1_i1	Q9NBX4	Probable RNA-directed DNA polymerase from transposon X-element	GO:0003964∼RNA-directed DNA polymerase activity	5.33
TRINITY_DN147574_c9_g2_i2	Q95SX7	Probable RNA-directed DNA polymerase from transposon BS	GO:0003964∼RNA-directed DNA polymerase	6.69
TRINITY_DN116575_c4_g1_i14	O50655	Integrase/recombinase xerD homolog	GO:0044826∼viral genome integration into host DNA	4.46
TRINITY_DN163877_c0_g2_i2	Q09575	Uncharacterized protein K02A2.6	GO:0015074∼DNA integration	2.80
TRINITY_DN91925_c0_g1_i1	P46023	G-protein coupled receptor GRL101	GO:0007186∼G protein-coupled receptor signaling pathway	3.49
TRINITY_DN93460_c0_g1_i14	Q9I926	Fucolectin-6	GO:0045088∼regulation of innate immune response	5.33
TRINITY_DN89036_c0_g1_i1	F7J220	Scavenger receptor cysteine-rich domain superfamily protein	GO:0045087∼innate immune response	2.60
TRINITY_DN163643_c0_g1_i11	Q53B88	Nucleotide-binding oligomerization domain-containing protein 2	GO:0045087∼innate immune response	4.20
TRINITY_DN87261_c0_g1_i1	Q9GV77	Extracellular matrix protein 3	GO:0007155∼cell adhesion	7.73
TRINITY_DN136305_c0_g1_i9	P81721	Vesicular acetylcholine transporter	GO:0006836∼neurotrans-mitter transport	3.28
TRINITY_DN160426_c0_g1_i8	Q9U518	L-asparaginase	GO:0006520∼cellular amino acid metabolic process	2.17
TRINITY_DN111554_c1_g1_i4	A7X3X8	C-type lectin lectoxin-Enh5	GO:0030246∼carbohydrate binding	6.7
TRINITY_DN88709_c0_g1_i1	Q01414	Transcriptional regulator ERG homolog	GO:0003700∼DNA-binding transcription factor activity	5.90
TRINITY_DN105897_c0_g3_i1	Q8TQD0	Macrodomain-containing protein MA_1614	NA	5.62
TRINITY_DN91758_c0_g1_i1	C0HL13	Low-density lipoprotein receptor-related protein 2	GO:0006898∼receptor-mediated endocytosis	5.20

The down-regulated genes clustered by DAVID include genes that (a) code for extracellular matrix proteins and mediate mediate interactions between cells and the extracellular matrix (e.g., cell adhesion), (b) regulation of multiple signaling pathways (including TGF-*β*, retinoic acid, JNK, p38, NF-kappa-B, JUN, TNF, Wnt, Toll-like receptor signaling, and EFGR signaling), (c) innate immune response (antiviral response, phagocytosis, lectin pathway), (d) protein ubiquitination involved in protein homeostasis, quality control, immunity, cell death, and regulation of cell signaling transduction, (e) cell survival, proliferation, and differentiation; (f) semaphorin signaling, cytoskeleton organization/remodeling and cell migration, (g) function of the endomembrane system, including the endoplasmic reticulum; (h) cellular homeostasis, including regulation of intracellular ion concentration and ribosomal structure and function (Table 2).

Out of 14 down-regulated genes that did not get mapped to the DAVID database, seven represented proteins derived from retrotransposon genes (e.g., DNA-polymerase, reverse transcriptase, Pol). The remaining genes encode for three lectins, an antibacterial protein neuromacin and the antiviral tripartite motif-containing protein 5 (Table 4).

The up-regulated genes in DAVID functional clusters are known to be involved in (a) innate immune activity (antiviral and antibacterial), (b) cell signaling pathways (Toll-like, NF-kappa-B, JNK, p38, MAPK, VEGF, TOR, TGF-beta, BMP, Wnt), (c) positive regulation of neuronal and synaptic differentiation; (d) cell proliferation and differentiation; (e) cell death and removal of apoptotic cells by phagocytosis; (f) stress response (e.g., hypoxia, mitochondrial stress, negative regulation of the heat shock response); (g) epigenetic regulation (e.g., maintaining the transcriptionally repressing state by Polycomb proteins), (f) cell adhesion and migration; (g) RNA maturation, processing and splicing, (h) mitochondrial function in cellular respiration and cell death (Table 3). One of the genes that are up-regulated in response to inhibition of the Notch pathway is E3 ubiquitin-protein ligase Neurl1, an inhibitor of the Notch pathway, suggesting a control mechanism through mutual inhibition.

Among 18 up-regulated genes that did not have a match in the DAVID database, seven represented transcripts derived from transposable elements, including a transposase from a Tc3-like DNA transposon, reverse transcriptase genes from three retroelements, and two putative retrotransposon integrase genes. The remaining unmapped genes are involved in innate immune response, cell signaling, cell adhesion, lipoprotein endocytosis, amino acid metabolism. In addition, one of the transcripts matched and ERG-like transcription factor (known protooncogene) (Table 5).

## Discussion

Here we show that the proper function of the Notch signaling pathway is required for arm regeneration in a brittle star. Pharmacological inhibition of the pathway with DAPT antagonist during the first 14 days of regeneration resulted in a significantly reduced overall length of the outgrowth and a smaller number of segments in the new arm. A similar effect of Notch pathway inhibition on regeneration was previously shown for sea urchin spines and podia. Treatment of DAPT resulted in a dosage-dependent reduction of regrowth of those structures post-amputation [20]. This suggests that the involvement of Notch signaling in the regeneration of body appendages is conserved among echinoderm classes.

The transcriptome-wide quantitative comparison of gene expression between the control individuals and the individuals with the inhibited Notch pathway provided us with an insight into the biological roles of the pathway in the brittle star arm regeneration. 

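Corset super-clusters are sets of contigs joined by shared reads, and summing their counts gives the level of a set as a whole. In the super-cluster of 8 clusters around Cluster-194090.5, which fell with DAPT, the other 7 members together were lower as well. They summed to 65.1 ± 30.3 normalized counts in the DAPT animals (SD, n = 3) and 143 ± 27.3 in the DMSO animals (SD, n = 3), without overlap. With the named cluster included the sums were 67.1 ± 29.3 (SD, n = 3) and 497 ± 130 (SD, n = 3), so most of the fall of the sum was its own. In the super-cluster of 7 clusters around Cluster-236009.3, which fell with DAPT, the sum was 2239 ± 311 with DAPT (SD, n = 3) and 2722 ± 273 with DMSO (SD, n = 3), and these ranges overlapped. Its other 6 members included 3 that were lower in every DAPT animal than in any DMSO animal and 2 that were higher. Together these 6 had a higher mean with DAPT, opposite to the named cluster. They summed to 2239 ± 310 with DAPT (SD, n = 3) and 1891 ± 241 with DMSO (SD, n = 3), with overlap. The 7 clusters around Cluster-326553.1, which rose with DAPT, summed to 3114 ± 1199 with DAPT (SD, n = 3) and 2638 ± 144 with DMSO (SD, n = 3), which overlapped as well, while 3 of its other 6 members were higher in every DAPT animal than in any DMSO animal and 0 were lower in every one. Those 6 summed to 2938 ± 1236 with DAPT (SD, n = 3) and 2637 ± 144 with DMSO (SD, n = 3), with overlap. Cluster-178672.331709 lies in the largest super-cluster, which takes most of all counts, and no sum is given for it. Over all 373,181 super-clusters, edgeR's quasi-likelihood test called 0 higher and 0 lower with DAPT, with 24,657 at an unadjusted p under 0.05, and DESeq2 called 538 higher and 743 lower. Most super-clusters with 2 or more DESeq2 calls held calls in a single direction. Of the 176 such super-clusters, 31 held calls in both directions. The largest super-cluster, with 2,221 of the 4,452 calls, was among the mixed ones, so this does not describe most of the calls. Mixed super-clusters were a minority for other splits of the 6 animals too, in fits over clusters with at least 10 counts in at least 3 libraries. With the dispersion trend fitted alike in each, both directions occurred in 20.7% of such super-clusters between DAPT and DMSO. The other 9 splits into 3 and 3 gave 17.9% to 26.4%. Members of a super-cluster share reads and come from the same 6 animals, so their directions are not independent.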

Our analyses show that the Notch signaling pathway directly or indirectly affects more than two thousand downstream genes.

Functional annotation of the genes that significantly changed their expression in response to the pathway perturbation suggested that Notch affects a wide array of biological phenomena in regeneration. Additionally, this work provides evidence suggesting that the activity of some of the mobile DNA elements (transposons) is, at least to some extent, regulated by Notch signaling.

First, multiple components of crucial cell signaling pathways changed their expression in both positive and negative ways in response to Notch pathway inhibition. This data indicates that individual pathways are not working in isolation during brittle star arm regeneration, but rather involved in a complex cross-coordination. This conclusion is consistent with previous studies that established the interaction of Notch signaling with other signaling pathway including, for example, the Bmp and Wnt pathways in the vertebrate heart development and repair [10], interaction between the Notch and Wnt signaling systems in *Drosophila* development and human cancers [37], and with the Wnt, BMP and Yap/Taz pathways in regulation of neuronal stem cells [38].

Second, a number of studies have previously demonstrated a crucial role of the extracellular matrix (ECM) remodeling in echinoderm regeneration [24, 39–41]. However, the upstream molecular mechanisms that initiate and coordinate these changes have heretofore not been described. Our data here suggests that in brittle star arm regeneration, Notch signaling is involved in both positive and negative regulation of different aspects of ECM composition and cell-ECM interaction, including cell migration.

Third, perturbation of Notch signalling results in downregulation of innate immune pathways, suggesting that they are positively regulated by the pathway in regenerating tissues. These include lectins, antiviral response, and phagocytosis. This elevated immune response might represent a reaction to the invasion of pathogens and the accumulation of damaged or necrotic cells at the site of autonomy. Alternatively, molecular components of the innate immune response are also known to function as key modulators of regeneration, including wound healing and cell division [42]. For example, innate immune mechanisms are known to facilitate changes in epigenetic states and activate mechanisms required for nuclear reprogramming and cell dedifferentiation [43].

Fourth, the Notch signaling performs its classical functions in regulating cell proliferation, survival, programmed cell death, and differentiation in brittle star arm regeneration. All these cell events are prominently involved in regeneration in *O. brevispinum* (Mashanov et al., in preparation), and in other echinoderms [44].

Fifth, the Notch pathway controls some of the cellular housekeeping functions, such as regulation of the endoplasmic reticulum, ion balance, ribosomes, RNA processing, and mitochondrial function.

Sixth, Notch affects transcriptional activity (both positively and negatively) of mobile genetic elements (RNA and DNA transposons). Transposons, especially RNA transposons, are known to be active not only in the germ line, but also in somatic cells. Transposons affect the host cell gene expression via various mechanisms, including 1) providing promoter and enhancer sites that change the expression of the host genes, 2) creating splice and polyadenilation sites, and 3) through RNA interference [45]. Although, in some cases, transposon activation is known to cause genetic disorders and autoimmune reactions [45], they do also play important “positive” roles in adult and developing tissues. For example, in mammalian neurogenesis retrotransposition activity of LINE-1 elements contributes to neuronal diversity [46, 47]. We have also recently shown that retrotransposons are differentially expressed in the sea cucumber neural regeneration. In response to injury, some of the retroelements increased their levels of expression, but there were others that were suppressed. The cells with activated retroelement activity remained alive and contributed to the newly regenerated tissues [48, 49]. We have hypothesized that mobile DNA plays a role in post-traumatic regeneration in echinoderms. The host molecular mechanisms that deferentially regulate the transcriptional activity of mobile genetic elements are largely unknown. This work provides evidence that the activity of mobile DNA is controlled by a cell signaling pathway. Our data also provide further mechanistic insight into how Notch can positively regulated expression of retroelements. One of the genes repressed by active Notch signaling is deoxynucleoside triphosphate triphosphohydrolase SAMHD1 (Table 3), an antiviral protein that is also known to inhibit endogenous retroelements such as LINE-1 [50]. Therefore, in the brittle star arm regeneration, the Notch pathway can activate retrotransposons through the double negative regulation mechanism.

Our data also provide an insight into how the Notch signaling, once activated, might sustain its function in the brittle star arm regeneration. One of the genes that we found to be suppressed by the pathway is a homolog of Neuralized1, which is an antagonist of the Notch pathway [51].

We fully understand advantages and limitations of the whole-transcriptome RNA-seq gene expression analysis approach implemented in this study. On the one hand, this strategy provides us with an insight into an array of direct and indirect tagets of the Notch pathway, including discovery of new roles for genes in regeneration, such transposons. On the other hand, this approach lacks the resolution to distinguish between the immediate targets of the pathways and those that may be several levels farther down the gene regulatory network hierarchy. Nevertheless, the present study yields a valuable resource in the form of a catalog of Notch-affected genes involved in regeneration. Ongoing and future functional genomics work will further unravel the details of the functional relationships between the individual genetic components and their specific functional involvement in post-traumatic tissue formation.

## Conclusions

- The activity of the Notch signaling pathway is required for proper post-autotomy regeneration of the brittle star arm. Inhibition of the pathway results in a significant reduction of the outgrowth rate.
- There is evidence of an extensive cross-talk between the Notch pathway and other signaling pathways in the cell.
- Inhibition of the Notch pathway affects a wide range of cellular and molecular processes in the regenerating tissues, including:
  - composition and remodeling of the extracellular matrix
  - cell adhesion and migration
  - innate immune response
  - cell proliferation, survival, differentiation, and programmed cell death
  - “housekeeping functions” (functions of the endoplasmic reticulum, ribosomes, mitochondria, RNA processing, ion balance).
- The Notch pathway directly or indirectly regulates (positively or negatively) the activity of several RNA and DNA transposable elements.
- A possible mechanism by which Notch sustains its activity in the regenerating tissues is suppression of Neuralized1.

## Methods

### Animal maintenance and pharmacological treatment

Adult individuals of the brittle star *Ophioderma brevispina* (Say, 1825) were purchased from the Marine Biological Laboratory (Woods Hole, MA) and were allowed to acclimate overnight in aerated sea water before being subjected to experimental procedures.

The DAPT reagent, N-[N-(3,5-Difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester, was purchased from Sigma-Aldrich (catalog number D5942) and dissolved in DMSO (Dimethyl sulfoxide) to make a 20 mM stock solution.

The animals were divided into two cohorts (5 animals in each)—the DAPT treatment group and the control group. The DAPT treatment cohort was continuously exposed to 3 *μ*M DAPT prepared by diluting the stock solution in filtered seawater. The control group was exposed to the matching concentration of DMSO (vehicle). The animals were kept in glass vials submerged in 200 ml of the DAPT or DMSO solution, respectively. The solutions were changed daily.

The treatments started when the animals still have intact arms; then, after 24 hours, the arms were autotomized as described below and the treatments continued until 14 days post-autotomy.

In each individual, all five arms were autotomized by squeezing a single arm segment with a fine forceps. Since the rate of regeneration in serpent stars is known to vary with the position of the autotomy plane along the proximodistal axis of the arm [25], we kept the injury paradigm consistent by autotomizing all arms at the level of the 15th segment (counting from the disk).

On day 14 post-autotomy, three of the five arms of each animal were pooled and used for total RNA extraction. The two remaining arms from each individual were processed for histological analysis.

### Histology and image analysis

Tissue samples were fixed overnight in 4% paraformaldehyde prepared in 0.01M PBS (pH 7.4) at 4°C. Fixed tissues were washed in PBS, decalcified in 10% EDTA, cryoprotected in graded sucrose solutions, and embedded in the Tissue-Tek OCT medium (Sakura). Serial longitudinal sections (10 *μ*m thick) were cut with a Leica CM1860 cryostat, collected on gelatin-covered slides, and incubated at 42°C overnight. They were then stained with Hematoxylin and Eosin and mounted in the DPX Medium (Electron Microscopy Sciences). The sections were photographed using an Olympus BX60 compound microscope equipped with a SPOT RT camera. The length of the regenerating arm was measured in six animals from each treatment group using the Fiji/ImageJ software [52, 53] in calibrated micrographs. The means between the two conditions were compared using Student’s T-test in R [54].

### Total RNA extraction

The tissue samples for RNA extraction included the most distal segment of the stump and the entire outgrowth (regenerate). The samples from three arms of each individual were pooled together and quickly homogenized in 500 *μ*l of ice-cold TRI reagent (Sigma-Aldrich, 93289) using a disposable Micro Tissue Homogenizer (Kimble, K7496250030). The homogenized samples were briefly vortexed, an additional 500 *μ*l of the TRI reagent were added to each tube, and the subsequent steps of RNA purification were performed as directed by the manufacturer’s protocol.

### Sequencing

#### Illumina HiSeq

Three total RNA samples from DAPT-treated individuals (each sample representing a different individual) and three samples from control individuals (DMSO-treated) were used for sequencing on the Illumina HiSeq 2000/2500 platform. The libraries were barcoded, pooled, and sequenced in a single flow cell in the Rapid Mode (2 × 100 bp). These reads were used both for the *de novo* transcriptome assembly and for gene expression analysis, as reads corresponding to each individual library could be identified and analyzed separately.

#### Illumina MiSeq

To facilitate the *de novo* assembly, we also prepared the following single combined sample to maximize the representation of expressed genes in the assembled reference transcriptome. Total RNA was extracted as above from intact animals and from untreated regenerating individuals on days 1, 3, 5, 18, and 30 post-autotomy. Each condition was represented by seven individuals. These 42 RNA samples (6 conditions × 7 individuals) were mixed in equimolar quantities and sequenced on the Illumina MiSeq platform (2 × 250 bp). The final stages of library preparation and sequencing were outsourced to the Duke Center for Genomic and Computational Biology. The raw sequencing reads were deposited at the NCBI Sequence Read Archive (SRA) under the accession number GSE142391 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142391).

### *De novo* transcriptome assembly and quality assessment

The code used for the transcriptome assembly and subsequent RNAseq data analysis can be found in the accompanying additional file (S2 File). The raw Illumina reads were trimmed with Trim Galore [55] to remove adapter sequences and low-quality bases at the 3’-end (with the base quality < 20). If a cleaned read was shorter than 20 nt, the entire read pair was discarded. This procedure yielded 17,318,775 MiSeq read pairs (combined library with pooled samples from different arm regeneration stages) with the read length ranging between 20—250 nt. Individual HiSeq libraries representing control and DAPT-treated individuals contained 34,676,875±5,960,462 (mean± standard deviation) read pairs with sequence length ranging between 20–100 nt. The total number of cleaned HiSeq read pairs was 832,245,006. All cleaned Illumina reads, from both the MiSeq and HiSeq technologies, were pooled and assembled with Trinity [26, 27] with the minimum reported contig length of 150 nt. The assembled transcriptome is available at the NCBI Gene Expression Omnibus (GEO) database (accession number GSE142391). The quality of the assembly was assessed by running several tests. First, to assess the representation of reads in the *de novo* transcriptome, we mapped all quality trimmed Illumina reads back to the assembled contigs using Bowtie 2 (Version 2.1.0) [28]. Second, we determined the number of completely or almost completely (>80% of the length) assembled protein-coding transcripts by comparing our contigs to the reference proteome of the sea urchin *S. purpuratus* [29]. Third, the completeness of protein-coding gene representation in the transcriptome was assessed with BUSCO (v3.0.2) [30] run in the “transcriptome mode” against the evolutionary conserved metazoan gene set (metazoa_odb9, creation date: 2016-02-13, number of species: 65, number of BUSCOs: 978).

### Identification of the main components of the Notch signaling pathway

To identify the main components of the Notch signaling pathway in the transcriptome of *O. brevispina*, we performed BLAST analysis (tblastn, E-value cutoff of 1*e* − 5; [56]) using Notch-related genes from the published transcriptomes of *H. glaberrima* [17] and *S. purpuratus* [5], keeping all hits. Each transcript identified this way was considered a putative Notch-related gene. We them used the NCBI’s conserved domain database (CDD; [57]) to search for conserved domains that are categorize the target genes, including the Notch receptor, ligands (Delta and Serrate), the transcriptional regulator RBPJ, two Notch target genes of the Hes family (orthologous to HES-1 and HES-4), and the Notch signaling modulator Numb.

### Differential gene expression analysis

The cleaned reads from each of the six Illumina HiSeq libraries representing the control and DAPT-treated animals were aligned back to the assembled contigs using the Salmon tool(version v0.13.1) [33] with the *–dumpEq, –validateMappings*, and *–hardFilter* options. We then used Corset (version 1.08) [32] to mitigate the redundancy issue inherent to *de novo* transcriptome assemblies. Corset clusters isoforms into “genes” based on the proportion of shared reads and expression patterns and thus outputs gene-level counts.

Quantitative gene expression analysis was performed using the DESeq R package [34]. To optimize memory usage, the raw count matrix was pre-filtered by only keeping rows that contained 10 reads or more. After normalizing the data and fitting the model, the independent hypothesis weighting approach for *p*-value adjustment implemented in the IHW R package [58] was applied to optimize the statistical power of the analysis. To improve fold change estimates for the gene expression data, a DESeq2 log2 fold change shrinking algorithm was applied. It uses information from all genes to improve the estimates for genes expressed at low levels with high dispersion values but does not change the total number of genes that are identified as deferentially expressed [34]. Genes were considered deferentially expressed if their adjusted *p*-value was below 0.05 and the fold change in expression level exceeded 1.5 in either direction. The gene expression data were submitted to the GEO database (accession number GSE142391).

Functional annotation of deferentially expressed genes was performed using DAVID (Database for Annotation, Visualization, and Integrated Discovery) [35], which was accessed from within R interface using the RDAVIDWebService package [36]. To prepare data for DAVID, we annotated the Trinity transcripts representing all Corset clusters by matching them to the Uniprot database using BLASTX with the cutoff e-value threshold of 10^−5^. The resulting list of Uniprot accession IDs was used as the background gene set for DAVID. The up-regulated and down-regulated genes were annotated in the similar manner before being imported into DAVID. For functional annotation, we set the following annotation categories: “GOTERM_BP_ALL”, “GOTERM_MF_ALL”, “GOTERM_CC_ALL”, “KEGG_PATHWAY”, “BIOCARTA”, and “PFAM”. DAVID cluster reports were parsed and analyzed using a custom R function (S2 File).

## Supporting information

S1 File General feature format file. This file contains a GFF3 file which includes the sequence data and annotation of the main componetns of the Notch signaling pathway in *O. brevispina*.
(GFF)

S2 File R markdown document. This file contains all shell and R code used for transcriptome assembly and statistical analysis. The file can be opened in RStudio or any text editor.
(RMD)

How the deposited data were processed for this re-analysis (not part of the article)

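RNA was sequenced from 6 animals of Ophioderma brevispina on day 14 post-autotomy, 3 kept in 3 μM DAPT and 3 kept in DMSO, with 1 library per animal from the pooled tissue of 3 arms. Groups and replicate numbers were taken from the sample labels, and dose, day and pooling from the paper's Methods. The pooled library that served only for the assembly was not used here.

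The authors trimmed the reads with Trim Galore, assembled them with Trinity together with those of the pooled library, aligned the reads of each library to the contigs with Salmon, and grouped contigs with Corset, which received the library groups DMSO and DAPT (Methods and S2 File). The deposited values are raw counts per Corset cluster and library, as whole numbers with no normalization. The submitters' processing notes also name Bowtie2 and DESeq2. Corset divides contigs that share reads into clusters partly by whether their ratio of counts differs between the groups it is given, so the groups entered the definition of the clusters before any test. No column of the table was left without a library, and no pair of libraries was alike within sampling noise: the chi-square per cluster between libraries ran from 29.5 to 41.3, with a range of 29.5 to 38.7 within groups. Totals ran from 35,731,131 to 63,069,231 counts. A count of 0 in a library allows a level of up to 3 counts of that library's total.

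Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9. The 970,597 clusters with at least 10 counts over all libraries, the paper's own minimum, were tested by edgeR's quasi-likelihood test with TMM normalization and no covariate, and called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.58. Normalized counts are counts divided by the library total times its TMM factor and scaled to the mean of these. The common dispersion of the counts was 0.515 and the prior degrees of freedom were 3.06. DESeq2's Wald test was run with its own size factors, a normal prior on the fold changes and independent filtering; independent hypothesis weighting, which the paper used, was not run. The same edgeR test was applied to counts summed over each super-cluster. Clusters named in the text were chosen by a rule set before the data were examined: the 2 with the smallest edgeR p among those higher and the 2 among those lower, each with no overlap between the groups' libraries. The files do not pair cluster numbers with transcripts or genes, so no gene of the paper's tables could be given a value.

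Clusters counted in all 3 libraries of one group (at least 5 counts in each) and at 0 in the other 3 were counted for all 20 choices of 3 libraries, and clusters private to a library (at least 10 counts there and 0 elsewhere) for each library. Library similarity was the Pearson correlation of log2 CPM (prior count 2) within groups minus that between groups. Group means were compared by exact permutation tests, which cannot go below p = 0.1 with 3 against 3 libraries. The edgeR and DESeq2 fits were repeated for the 10 splits of the 6 libraries into 3 and 3. DESeq2 by default gave 4 of the splits, the real one among them, a parametric dispersion trend and 6 a local one, so its fits were run again with a local trend in every split. Open reading frames of the transcripts in S1 File were read in all 6 frames, and the segment numbers in S2 File were retested by an exact permutation test over 252 regroupings.

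The fits were tested on simulated counts for DAPT against DMSO with the real means and totals and 50 clusters changed at each of 4 fold sizes. With a dispersion of 0.1 in every cluster, edgeR recovered 29 of 50 clusters changed 4-fold and 50 of 50 changed 16-fold, 64-fold and 256-fold among 914,172 tested, with 1 call among the unchanged ones. With dispersions drawn around edgeR's estimate, edgeR recovered 0 of the clusters at each of the 4 fold sizes among 867,995 tested and made 0 calls among the unchanged ones, and DESeq2, on 345,051 clusters with at least 10 counts in at least 3 libraries, recovered 10 of 48 changed 4-fold, 29 of 50 changed 16-fold, 46 of 49 changed 64-fold and 48 of 48 changed 256-fold, with 3,928 calls among the unchanged ones.

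Alternatives were limma-voom, DESeq2, edgeR's older quasi-likelihood estimate, DESeq2 size factors, other count filters, no fold threshold, the replicate number as a block, thinning to equal depth and leaving out each library in turn. Filters on mean counts of at least 100 and 1000, the local trend in every split, and the restriction to clusters alone in their super-cluster, were added after the data were seen.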

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

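The split counts of the on/off clusters and private clusters were planned before the data were examined; the count restricted to clusters alone in their super-cluster was chosen after the result was seen.

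Clusters private to single animals, a tally the paper does not report, were common. The library DMSO 3 held 10,255 clusters with at least 10 counts that had 0 counts in the other 5 libraries, against 3,613 and 4,715 in the other DMSO libraries and 5,701 to 8,162 in the DAPT libraries. After thinning to equal depth the number for DMSO 3 was 7,248, against 4,284 to 5,120 in the other 5 libraries.

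On/off clusters were about as common for choices of animals that mix the treatments as for the treatment groups. The libraries DMSO 3, DAPT 1 and DAPT 3 shared 1,096 clusters with at least 5 counts in each and 0 in the other 3 libraries, against 880 for the 3 DAPT libraries and 776 for the 3 DMSO libraries; after thinning to equal depth these numbers were 763, 650 and 800. Over the 18 mixed choices of 3 libraries the number ran from 561 to 1,096 (median 836.5). For the real split into DAPT and DMSO both directions gave 1,656 such clusters, and the highest of the other 9 splits gave 1,821, which is what differences between individual animals would give, such as alleles or sequences carried by some animals and not by others. Library depth is argued against as the whole cause, since 374 of the clusters had at least 20 counts in each of the 3 libraries that held them. Among clusters alone in their super-cluster there were 297 and 284. Sequence differences between the animals may account for the on/off clusters of the real split, but whether the DAPT treatment switched some of them is untested.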

How the results depend on the processing

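Most alternatives were set before the data were examined; the mean-count filters the clusters alone in their super-cluster, the local trend and the T-test on segments were chosen after seeing the data. Of the clusters called higher and lower with DAPT (5 and 5), the numbers stayed at 5 and 5 without a fold threshold and with DESeq2 size factors, and were 4 and 1 with no count filter. They were 18 and 25 with at least 10 counts in at least 3 libraries and 19 and 27 with edgeR's own filter. At mean counts of at least 100 they were 14 and 21, and with DESeq2 1,973 and 2,479. The narrower filters test fewer clusters. On simulated counts with dispersions drawn around edgeR's estimate, DESeq2 made 3,928 calls among unchanged clusters where edgeR made 0. DESeq2 was simulated only with at least 10 counts in at least 3 libraries, not with the filter behind 1,973 and 2,479. There edgeR also recovered 0 of the changed clusters at every fold size, whereas DESeq2 recovered some at each. The 0 calls of edgeR therefore do not show that it separates changed from unchanged clusters better. DESeq2 calls at 10 counts in 3 libraries (3,596) were 6,340 with a local dispersion trend. edgeR's older quasi-likelihood estimate and limma-voom called 0 and 0 (50,546 and 39,636 at an unadjusted p under 0.05), as did edgeR at mean counts of at least 1000 (558 of 5,408). Leaving out any of the 6 libraries changed a count: 0 to 6 were called higher and 0 to 1 lower, 0 and 0 without DMSO 1, DMSO 2 or DAPT 1, 0 and 1 without DMSO 3, 3 and 0 without DAPT 2, and 6 and 1 without DAPT 3. Cluster-178672.331709, Cluster-326553.1, Cluster-236009.3 and Cluster-194090.5 kept their direction under every alternative that tested them and without each library; their adjusted p ran over the alternatives up to 0.591, 0.591, 0.591 and 0.687, and 2, 1, 1 and 0 of the 6 fits without 1 library called them.

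With the replicate number as a block edgeR called 0 clusters higher and 0 lower (54,032 at an unadjusted p under 0.05) and 0 super-clusters in either direction. The labels do not say whether equal numbers pair the animals. Libraries with the same number had small correlations of 0.0122, 0.0227 and 0.0571 between their deviations from the group means. In these deviations each of the 6 libraries correlated best with the one of its own number, but for number 1 by little. DAPT 1 had 0.0122 with DMSO 1 and 0.012 with DMSO 2, and DMSO 1 had 0.0103 with DAPT 2. The pattern is a weak hint from the data and not the design, so pairing stays open.

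Super-clusters called higher and lower (0 and 0 by edgeR, 24,657 at an unadjusted p under 0.05) were 538 and 743 with DESeq2, 1 and 2 with at least 10 counts in at least 3 libraries, and 0 and 1 at mean counts of at least 100; leaving out 1 library gave 0 to 3 and 0 to 1, with calls without DAPT 1, DAPT 2 or DAPT 3. The absence of a filter removed no super-cluster and tests nothing. Clusters counted in all DAPT and no DMSO library (880) and the reverse (776) numbered 3,116 and 2,130 at 2 counts, 195 and 179 at 20 counts, 1,748 and 1,314 with 1 count allowed in the other group, 297 and 284 alone in their super-cluster, and 2,231 to 3,642 and 1,858 to 3,174 without 1 library, since fewer libraries must meet the condition. Thinning to equal depth gave 650 and 800, and turned which group had more. Private clusters (38,295 in all) were 5,425 at 50 counts. Super-clusters called in both directions were 1 by edgeR and 31 with DESeq2 calls. The share of called clusters at mean normalized counts of at least 100 was 50% with edgeR (5 of 10) and 15.2% with DESeq2. Similarity within minus between groups stayed above 0 in all alternatives (0.00446 to 0.0141) and without each library (0.00379 to 0.0126), and the ratio of total counts stayed above 1 (1.10 to 1.38 without 1 library). The difference in segments, -2 (exact p = 0.0714), passed 0.05 only by the equal-variance T-test of S2 File (-2, p = 0.0468).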

Differences from the paper's values

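The paper reports 1,978 transcripts higher and 2,434 lower in the DAPT-treated cohort, and edgeR's quasi-likelihood test called 5 clusters higher and 5 lower at the same thresholds. Of the alternatives set before the data were examined, DESeq2's Wald test, the paper's tool, gave 1,973 and 2,479, which lie within 1.5 times the paper's numbers. The other alternatives (no fold threshold, edgeR's older quasi-likelihood estimate, DESeq2 size factors, no count filter, at least 10 counts in at least 3 libraries, edgeR's own filter, the replicate block, limma-voom and leaving out each library) gave 0 to 19 higher and 0 to 27 lower and did not come within 1.5 times.

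The paper gives a total of 832,245,006 cleaned HiSeq read pairs, and the counts of the 6 libraries sum to 288,928,972. The paper's total is 24.0 times its own mean per library, for 6 libraries; the paper's mean per library, 34,676,875, and the mean count per library here, 48,154,829, differ 1.39-fold. The paper's Methods do not say whether a pair of reads adds 1 or more to a Corset count, so these numbers are not known to be in the same unit. No alternative bears on this value.

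For the number of segments of the regenerated arm, the paper reports p = 0.047 from a T-test. The exact permutation test on the numbers listed in S2 File gave p = 0.0714 (two-sided, 5 animals per group as listed there; the paper's Methods describe cohorts of 5 animals, and another place in its text gives 6 individuals per group), and the rank sum, the alternative set before the data were examined, gave an exact p of 0.111; neither is within 1.5 times the paper's p. The equal-variance T-test that S2 File applies, run on the same numbers and chosen after seeing the data, gave p = 0.0468 where the exact test gave 0.0714, so the gap lies in the choice of test. The group means, 7.5 and 5.5, equal the paper's.

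The paper names Serrate and RBPJ among the pathway components found. The copy of S1 File used here lists 8 transcripts, with a delta-like ligand and a corepressor that interacts with RBPJ, and none of the 8 products is named Serrate or RBPJ itself.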

Other observations

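The tests on abundant clusters, and on those alone in their super-cluster among them, were chosen after the results were seen. So were the DESeq2 fits with a local trend in every split. The test on sums was planned for super-clusters of 2 to 50 clusters, and its conclusion was limited to calls in these afterwards. The other counts of splits, the other tests on DESeq2 calls and the retest of the segments were planned.

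Abundant clusters reached a small unadjusted p more often for the DAPT and DMSO groups than for other groupings of the same 6 animals, while adjusted edgeR calls among them showed no such excess. Of the 62,367 clusters with a mean count of at least 100 per library, 2,458 were higher and 2,338 lower with DAPT at an unadjusted p under 0.05 from edgeR, with a median absolute log2 fold change of 0.35 over all 62,367 and of 1.25 among those selected by their p. Of the 5,408 with a mean of at least 1000, 277 were higher and 281 lower, with a median of 0.28 over all and of 0.83 among those selected. After adjustment edgeR called 35 clusters with a mean of at least 100 for the real split and up to 38 for another, and with a mean of at least 1000 it called 0 for the real split (558 at an unadjusted p under 0.05, and 22 higher and 31 lower by DESeq2 at mean normalized counts of 1000 and over) and up to 6 for another. The libraries of the groups did not overlap in 14.1% of the clusters with a mean of at least 100 and in 18.4% of those with at least 1000, where chance gives 10% and the other splits of the 6 libraries gave 7.84% to 11.3% and 6.53% to 12.0%. The mean correlation of log2 CPM over the 341,653 clusters with at least 10 counts in at least 3 libraries was 0.635 within and 0.628 between groups, a difference of 0.00708 that was the largest of the 10 splits (exact permutation test, one-sided, p = 0.1, the smallest that 3 against 3 can give), and over the 29,641 clusters with at least 100 counts in every library it was 0.885 and 0.871. Single libraries went the other way: DMSO 2 correlated best with DAPT 2 (0.640, against 0.634 and 0.628 with the other DMSO libraries), and DMSO 3 best with DAPT 3 (0.636, against 0.626 and 0.628).

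A broad response of abundant transcripts to DAPT is a hypothesis that these values raise. Its size is not known, since a median absolute fold change is above 0 from noise alone and was not taken for the other splits. The share of clusters with a mean count of at least 100 at an unadjusted p under 0.05 was 7.69% for the real split and at most 5.78% for the other 9 splits, so 1 of 10 splits reached it, and the splits are too few for a share under 0.05. Library depth is argued against, since after thinning to equal depth the share was 7.64% against at most 5.79%. Whether Corset, which was given the groups, added to the excess cannot be told. Among the 5,286 such clusters alone in their super-cluster, which Corset did not divide, the share was 9.48% against at most 5.94%. The excess was thus not confined to divided super-clusters. Which contigs stayed undivided also depended on the groups, so this share does not settle the question. The treatment may be behind the excess, but chance among 6 animals and Corset's use of the groups stay open.

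Whether the number of calls set the real split apart varied with the filter and, for DESeq2, with the form of its dispersion trend. edgeR called 10 clusters for the real split and at most 17 for another, with 2 of 10 splits reaching the real number, whereas with at least 10 counts in at least 3 libraries it called 43 for the real split and at most 30 for another; it called 0 super-clusters for the real split and at most 6 for another, so that all 10 reached it (24,657 super-clusters at an unadjusted p under 0.05, and 538 higher and 743 lower with DESeq2). DESeq2, over the 341,653 clusters with at least 10 counts in at least 3 libraries, called 3,596 for the real split and at most 5,182 for another, and 7 of 10 reached it, but these fits were not alike: the real split took a parametric trend, as did 3 others with 2,789 to 3,162 calls, and the remaining 6, with 4,060 to 5,182, took a local trend. With a local trend in every split it called 6,340 for the real split and 4,060 to 5,186 for the others, so 1 of 10 reached the real number; the splits are too few for a share under 0.05. For the calls in super-clusters of 2 to 50 clusters, expression moved between clusters that share reads is argued against as the whole source, since 65.3% of 1,212 such calls kept a log2 fold change of at least 0.58 in the same direction when the super-cluster was summed (median 4.67 for the cluster and 1.10 for the sum, with 180 sums of opposite sign). With a local trend it was 66.9% of 2,266. The other splits, which mix the treatments, gave 58.6% to 63.6%, so a share of this size is not particular to the treatment groups. Uncalled super-clusters of like abundance would give 12.5%, but their selection as uncalled favours a low value. The limit of 50% set beforehand looked at super-clusters of 2 to 50 clusters alone. For the 1,853 calls in the largest super-cluster, which was not summed, expression moved between clusters stays open as the source. Whether Corset's use of the groups added calls stays open too. Among clusters alone in their super-cluster, DESeq2 called 523 for the real split and at most 784 for another in the unlike fits. With a local trend in every split the numbers were 831 and at most 796, short of the 1.5-fold excess set as the limit. Corset left such clusters undivided with the groups known to it, so they cannot settle the question. Most super-clusters with 2 or more calls held a single direction in every split. With a local trend, both directions occurred in 20.7% of these super-clusters for the real split and in 17.9% to 26.4% for the others. In these shares the largest super-cluster, with 3,214 of the 6,340 calls of the real split, has the same weight as any other.

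Segments of the regenerated arm, as listed in S2 File, numbered 7.5 ± 0.935 with DMSO (SD, n = 5) and 5.5 ± 1.66 with DAPT (SD, n = 5; exact permutation test, two-sided, p = 0.0714). The animals listed there are not tied to the sequenced libraries.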
